# Multi-omics profile of the mouse dentate gyrus after kainic acid-induced status epilepticus

**DOI:** 10.1038/sdata.2016.68

**Published:** 2016-08-16

**Authors:** Marijn Schouten, Pascal Bielefeld, Silvina A. Fratantoni, Chantal J. Hubens, Sander R. Piersma, Thang V. Pham, Rob A. Voskuyl, Paul J. Lucassen, Connie R. Jimenez, Carlos P. Fitzsimons

**Keywords:** Molecular neuroscience, Proteomic analysis, Microarray analysis, Reverse transcription polymerase chain reaction, Epilepsy

## Abstract

Temporal lobe epilepsy (TLE) can develop from alterations in hippocampal structure and circuit characteristics, and can be modeled in mice by administration of kainic acid (KA). Adult neurogenesis in the dentate gyrus (DG) contributes to hippocampal functions and has been reported to contribute to the development of TLE. Some of the phenotypical changes include neural stem and precursor cells (NPSC) apoptosis, shortly after their birth, before they produce hippocampal neurons. Here we explored these early phenotypical changes in the DG 3 days after a systemic injection of KA inducing status epilepticus (KA-SE), in mice. We performed a multi-omics experimental setup and analyzed DG tissue samples using proteomics, transcriptomics and microRNA profiling techniques, detecting the expression of 2327 proteins, 13401 mRNAs and 311 microRNAs. We here present a description of how these data were obtained and make them available for further analysis and validation. Our data may help to further identify and characterize molecular mechanisms involved in the alterations induced shortly after KA-SE in the mouse DG.

## Background & Summary

TLE is a serious neuropathological condition hallmarked by chronic spontaneous recurrent seizures, which can originate from altered hippocampal circuit characteristics. Strong initial seizures, such as those seen during SE, have previously been proposed as a driving force in the development of TLE^1^. The current view on TLE development, proposes a number of causal changes in hippocampal structure including DG granule cell layer dispersion^2^, mossy fiber sprouting^3^, and the induction of aberrant hippocampal neurogenesis^4,5^. These abnormalities can be modeled using convulsant treatments such as e.g., KA administration^4^. Concerning aberrant neurogenesis, multiple cellular phenotypes have been linked to the nature of newly born aberrant neurons including alterations in levels of NSPC proliferation, and subsequent changes in the levels of apoptosis, differentiation, integration and ectopic positioning of their progeny^4–6^.

Although the aforementioned structural alterations following KA administration have been widely documented, the molecular mechanisms involved are less well characterized. For instance, molecular events contributing to lower levels of NSPC apoptosis following KA-SE are poorly understood. Indeed, although others have previously characterized executioner caspases to be crucial mediators of SE-induced changes in apoptosis^7^, the upstream molecular events controlling caspase activation were unknown. Our specific aim was to understand the molecular mechanisms that may underlie altered apoptosis levels in the DG following KA-induced status epilepticus (KA-SE).

A number of previous studies have applied -omics approaches to describe changes in DG gene expression (shortly) after KA-SE at the level of mRNA^8^. These results should be interpreted carefully, since previous studies have indicated a poor correlation of mRNA expression to their corresponding protein levels^9,10^, suggesting a significant contribution of post-transcriptional mechanisms to gene regulation. Amongst the many factors which could possibly contribute to post-transcriptional gene expression regulation, microRNAs are a particular class of molecules whose expression could hinder target mRNA translation into protein^11^. Indeed, previous studies have also approached TLE from the perspective of microRNA expression^12^. There were, to our knowledge, no previous records of an experimental design allowing simultaneous protein, mRNA and microRNA expression measurements shortly after KA-SE in the DG. Accordingly, we set out in such a multi-omics approach to explore in particular alterations in mitochondrial function-related protein expression, which could be affected shortly after KA-SE in the DG. We used systemic injections of KA to ensure an equal distribution of the chemo-convulsant to both hemispheres and thus both dentate gyri. In addition, to specifically identify the molecular mechanisms of KA-SE on the DG, we conducted our measurements on DG enriched samples^13^. To this end, we used the left DG to analyze protein expression and the right DG for RNA expression analyses. The latter included both mRNA and microRNA measurements.

Our multi-omics approach allowed us to identify a novel role for cooperative microRNA-mediated regulatory action on the expression of the pro-apoptotic protein BCL2L13 and downstream molecular events, including caspase-3 activity^14^. The use of 3 animals per experimental group, although enough to reach sufficient statistical power for further analysis, maybe be considered a limitation of our study. The dataset described here may allow the identification and further characterization of molecular mechanisms that could help to understand the numerous phenotypical alterations taking place in the DG shortly after KA-SE.

## Methods

### Animals

SE-related aberrant neurogenesis properties can be induced in rodents by administering chemoconvulsants, such as Pilocarpine and KA^4,5,7,15,16^. In this particular study, SE was induced in C57BL/6j mice (*n*=3/group) by repeated (30 min interval) i.p. low-dose (initial dose 24 mg kg^−1^ and subsequent doses 10 mg kg^−1^) KA injections according to a previously described protocol by Hellier *et al.*^17^, modified for mice^18^. Likewise, after each KA injection, seizure classes were scored following a modified version of Racine’s scale^18^, and only animals scored for >5 min long class IV-V seizures were included for further analysis. Matching quantities of saline were injected in control animals. This systemic KA exposure approach allows for a low KA distribution variability between hemispheres^19^. Accordingly, this approach was chosen to allow for comparable KA levels to either hemisphere. Indeed, the experimental workflow depicted in Fig. 1 and Table 1, shows how the left hippocampus of each animal was used for the analysis of protein expression and the right for RNA expression, allowing good correlation analyses. Depending on the particular phenotype studied, one can vary the time of animal sacrifice after KA-SE. Since previous reports have identified most newly born neurons to undergo selection through apoptosis within the first week after their birth^7,20^, we opted for a shorter time point of 3 days after KA-SE to assess possible alterations in apoptosis-related proteins (Fig. 1).

### Sample preparation

To further enrich our samples with proteins and RNA originating from hippocampal neurogenic cells, we micro-dissected tissue from the DG. We excluded contribution from other brain areas to our sample content by micro-dissecting the DG using the hippocampal fissure as reference, as described before^13^. Briefly, before the procedure the animals were deeply anesthetized by IP injection of sodium pentobarbital (Euthasol 20%, ASTfarma BV, Oudewater, The Netherlands) and decapitated. The brains were rapidly removed from the skull and placed in a ice-cold solution A containing (in mM): NaCl, 124; KCl, 2.5; NaH2PO4, 1.25; CaCl2, 1; MgCl2, 1; NaHCO3, 25; D-Glucose, 10, that was constantly bubbled with 95%O2/5% CO2. Brains were then sliced coronally in 300 μm-thick slices using a Leica VT1000S vibratome. Coronal slices containing the dentate gyrus were collected on ice-cold solution A and the dentate gyrus was dissected from the hippocampus and the surrounding ventricular tissue under a dissecting microscope, following the hippocampal fissure separating the dentate gyrus from the rest of the hippocampus. A cut was then place between the dentate gyrus and the ventricular surface on one side and the CA3 region on the other. The dissected dentate gyrus was kept in ice-cold solution A until further processing.

For proteomic analysis, the protein of the left DG-enriched tissue samples were first captured in lysis buffer (per 100 mg tissue, one ml buffer containing 7 M urea, 2 M thiourea, 4% (w/v) CHAPS, and 10 μl ml^−1^ protease inhibitor mix (Amersham Biosciences, Piscataway, NJ, USA), and protein concentration measurements were carried before storage at −80 °C until further use. Matched quantities (30 μg) of protein sample were loaded on NuPAGE 4–12% gradient Bis-Tris gels (Invitrogen). Proteins were then digested in the gel using trypsin, which was subsequently sliced into 10 bands per lane prior to protein purification, as previously described^21^. Gels were washed and dehydrated once in 50 mM ammonium bicarbonate (ABC) and twice in 50 mM ABC/50% acetonitrile (ACN). Cysteine bonds were reduced by incubation with 10 mM DTT/50 mM ABC at 56 °C for 1 h and alkylated with 50 mM iodoacetamide/50 mM ABC at room temperature (RT) in the dark for 45 min. After washing sequentially with ABC and ABC/50% ACN, the whole gel was sliced in 10 bands of equal width for each lane. Gel bands were sliced up into approximately 1-mm^3^ cubes and collected in tubes, washed in ABC/ACN and dried in a vacuum centrifuge. Gel cubes were incubated overnight at 23 °C with 6.25 ng ml^−1^ trypsin and covered with ABC to allow digestion. Peptides were extracted once in 1% formic acid and twice in 5% formic acid/50% ACN. The volume of the peptide extract was reduced to 60 μl in a vacuum centrifuge and filtered using a 0.45 μm filter to remove gel particles and contaminants prior to LC-MS analysis. Subsequently, peptides were separated by an Ultimate 3000 nanoLC system (Dionex LC-Packings, Amsterdam, The Netherlands) equipped with a 20 cm×75 μm ID fused silica column custom packed with 3 μm 120 Å ReproSil Pur C18 aqua (Dr Maisch GMBH, Ammerbuch-Entringen, Germany). After injection, peptides were trapped at 6 μl/minute in 1.6% acetonitrile+0.05% formic acid on a 1 cm×100 μm ID precolumn packed with 5 μm ReproSil Pur C18 aqua. Peptides were separated in a 60 min gradient (8–32% acetonitrile in 0.05% formic acid) at 300 nl/min. followed by washing (72% acetonitrile in 0.05% formic acid) and equilibration (4% acetonitrile in 0.05% formic acid). The inject-to-inject time was 90 min. Purified fractions of protein per experimental replicate were now ready to undergo mass spectrometry analysis.

For transcriptomics and microRNA profiling, total RNA was isolated from the right DG enriched tissue samples using a TRIzol based RNA extraction protocol according to the manufacturers description. Purified RNA samples were analyzed for RNA concentrations using a Nanodrop and analyzed for RNA Integrity Numbers using a Nano Lab-on-Chip and Agilent Bioanalyzer platform. All total RNA sample RNA Integrity Numbers (RIN) were >8. Total RNA samples were then stored at −80 °C until further usage.

### Mass spectrometry for proteomics

Intact peptide mass spectra and fragmentation spectra were acquired on a LTQ-FT hybrid mass spectrometer (Thermo Fisher, Bremen, Germany). Intact masses were measured at a resolution of 50 000 in the ICR cell using a target value of 1×106 charges. In parallel, following an FT prescan, the top 5 peptide signals (charge-states 2+ and higher) were submitted to MS/MS in the linear ion trap (3 amu isolation width, 30 ms activation, 35% normalized activation energy, Q-value of 0.25 and a threshold of 5000 counts). Dynamic exclusion was applied with a repeat count of 1 and an exclusion time of 30 s.

### Protein identification and quantification

MS/MS spectra were searched against IPI mouse database 3.59 (56692 entries) using Sequest (version 27, rev 12) with a maximum allowed deviation of 10 ppm for the precursor mass and 1 amu for fragment masses. Methionine oxidation and cysteine carboxamidomethylation were allowed as variable modifications, two missed cleavages were allowed. Scaffold 2.06.01 (Proteome software, Portland, OR) was used to organize the gel-slice data and to validate peptide and protein identifications. Identifications with a Peptide Prophet probability> 95% were retained. Subsequently, protein identifications with a ProteinProphet probability of >99% with 2 peptides or more in at least one of the samples were retained. Proteins that contained similar peptides and could not be differentiated based on MS/MS analysis alone were grouped. For quantitative protein analysis across samples, spectral counts (number of identified MS/MS spectra for each protein) were normalized on the sum of the spectral counts per biological sample. Differential analysis of samples was performed using the BetaBinominal test as described previously^22,23^.

### Illumina mouseWG-6 beadchip hybridizations for transcriptomics

500 ng of each total RNA sample was processed into biotinylated cRNA using an Illumina TotalPrep RNA amplification Kit (Ambion, Life Technologies). Subsequently, 1500 ng of biotinylated cRNA of each experimental replicate was hybridized onto MouseWG-6 beadchips (Illumina) according to the manufacturers’ protocol.

### Mouse microRNA fluidic v3.0 cards for microRNA profiling

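The microRNA profile covers the right dentate gyrus of 6 C57BL/6j mice, 3 injected with saline and 3 that went through kainic acid-induced status epilepticus (KA-SE). The dentate gyrus is the part of the hippocampus in which neurons are born in adult life, and kainic acid is a glutamate receptor agonist that provokes seizures. The KA-SE mice received an initial dose of 24 mg per kg and subsequent doses of 10 mg per kg. The paper gives the time of sacrifice as 3 days after KA-SE and the sample labels give 72 h. Each library comes from 1 mouse, so the replicates are separate animals. The card reads each microRNA with its own TaqMan assay, and its result is a threshold cycle (Ct), the PCR cycle at which the signal crosses a set level, so that a lower Ct means more of that RNA. The deposited table holds 381 assays, of which 335 are mouse microRNAs, 40 are rat microRNAs and 6 are controls. The controls are the small nuclear RNA U6, the small nucleolar RNAs snoRNA135, snoRNA202 and U87, the cytoplasmic Y1 RNA, and the plant microRNA ath-miR159a, which serves as a negative control. A Ct of 40 stands for no amplification.
The microRNA of lowest mean Ct in both groups was miR-9, a microRNA of neurons and neural progenitors, with a Ct of 15.7 ± 1.8 (SD, n = 3) in saline and 14.4 ± 0.40 (SD, n = 3) in KA-SE mice. Ct values of different assays also depend on the assay, so their order is not strictly one of abundance. A Ct below 35 was reached by 324, 303 and 311 assays in saline replicates 1, 2 and 3 and by 326, 317 and 324 assays in KA-SE replicates 1, 2 and 3. Over the 281 microRNAs below Ct 35 in all 6 libraries, the median Ct was 23.2, 25.9 and 23.5 in the saline replicates and 22.8, 23.6 and 23.5 in the KA-SE replicates. The authors deposited 3 tables, one of raw Ct, one of Ct relative to a reference, and one of fold changes of each KA-SE library. The values given here start from the raw Ct. A microRNA's level is the Ct of U6 minus the Ct of the microRNA in the same library, which is on a log2 scale if each cycle doubles the product, and groups were compared with limma. The choice of reference RNA and of the saline libraries included can change these numbers. Ct values carry no read depth, so the number of mice limits the precision.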

800 ng of each total RNA sample was processed into cDNA using Taqman microRNA RT Kit and Megaplex RT primers (Applied Biosystems), according to the manufacturers’ protocol. Subsequently, cDNA samples were combined with a Taqman Universal Master Mix prior to loading onto Mouse microRNA fluidic v3.0 cards (Applied Biosystems).

### Data analyses

Spectral counts were normalized against the sum spectral counts per biological sample. For the comparisons of data consisting of sample groups (*n* >1), various models are available to statistically test for significant differences in spectral count data, such as those obtained from mass spectrometry. Indeed, *G*-tests, *t*-tests, Fisher’s exact tests and the local-pooled-error technique have previously been used to identify differences in spectral counts of corresponding protein levels^23,24^. These models, however, fail to take into account variations within and in between sample groups. Accordingly, we opted to use a beta-binomial model to test for differences in protein abundances, taking these variations into account and thus resulting in an overall higher true detection rate, lower false positive rate and thus better experimental resolution^23^. In addition, this method allows for the comparison of protein levels when spectral counts are detected in at least one sample group (e.g., saline treatment replicates), but not the other (e.g., KA-SE treatment replicates)^23^. This software, used to test amongst others spectral counts of experimental setups with multiple experimental groups composed of multiple replicates, is freely available as an R software package from www.oncoproteomics.nl, and has been extensively described in Pham *et al.*^23^.

Concerning data analysis of transcriptomics, probe intensities from the Illumina mouseWG-6 beadchip arrays were analyzed in GenomeStudio. Firstly, transcript expression detection limits were analyzed for all samples. Detection *P*-values were calculated based on mismatch probe intensity, negative control probe intensity and stringency. Detection *P*-value cut-off was set to <0.05 as a quality control and inclusion criterion for further statistical testing. Subsequently, data were background-corrected, transformed and normalized as described before^25^. Permutation *P*-value calculation was used to determine significant differences between saline and KA-SE treatments (*P*<0.01).

The detection limit of each microRNA was determined by including microRNA with a raw Ct value <35 for further statistical analysis. Data were subsequently normalized against RNU6B expression levels allowing a ΔΔCt-based conversion to fold change expression levels of each microRNA between treatment groups. 

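Among the small RNAs that serve as controls, Y1 RNA was the one whose levels in the 2 groups did not overlap. The card has no assay named RNU6B, and the assay MammU6 was used as the reference. Its raw Ct was 13.4 ± 0.49 (SD, n = 3) in saline and 13.2 ± 0.41 (SD, n = 3) in KA-SE mice, a difference of -0.163 cycles (two-sided exact permutation test, p = 0.7, where 0.1 is the smallest p that 3 mice against 3 allow). This difference was 0.08 cycles without saline replicate 2 and 0.061 cycles without KA-SE replicate 1. Y1 RNA, a small RNA bound by Ro proteins, lay 5.87 ± 0.27 cycles (SD, n = 3) after U6 in saline and 5.12 ± 0.21 cycles (SD, n = 3) after U6 in KA-SE mice. Each KA-SE mouse therefore had more Y1 RNA than each saline mouse (exact permutation test, p = 0.1), and the difference was -0.745 cycles against U6 and -0.638 cycles against the mean of snoRNA135 and snoRNA202, where chance gives such a separation in 10% of measures. For snoRNA135, snoRNA202 and U87 the differences against U6 were -0.12, -0.094 and -0.206 cycles (exact permutation tests, p = 0.6, 0.7 and 0.5).
Saline replicate 2 stood apart from the other libraries in its microRNAs more than in its controls. Against the mean of saline replicates 1 and 3, its microRNAs came up later by a median of 2.23 cycles, with quartiles of 1.53 and 3.19 cycles, and 276 of 281 were later. Its 5 control RNAs other than the plant microRNA came up later by 0.603 to 0.86 cycles. Normalization to U6 therefore left the mean microRNA of this library 11.8 cycles after U6, against 10.2 and 10.1 cycles in saline replicates 1 and 3 and 9.96, 9.97 and 10.2 cycles in the KA-SE replicates.

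**Figure D1:**
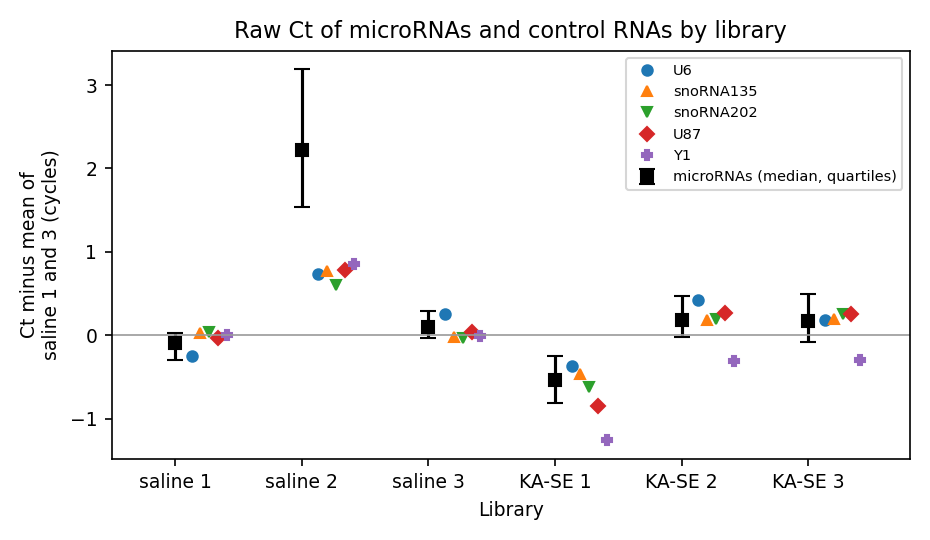
Raw Ct in each of the 6 libraries minus the mean Ct of saline replicates 1 and 3, in cycles. Black squares with bars are the median and quartiles over 281 microRNAs and coloured symbols are the 5 control RNAs. In saline replicate 2 the microRNA median is 2.23 cycles and the controls lie between 0.603 and 0.86 cycles, and Y1 lies below the other controls in the 3 KA-SE libraries.

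In the authors' deposited normalized table, the raw Ct minus the normalized value is 1 constant per library, to within 0.0015 cycles, for 42.9%, 48.2% and 44.2% of assays in the saline replicates and for 23.9%, 26.3% and 24.5% in the KA-SE replicates. Among assays below Ct 35 these shares were 33.4%, 35.1% and 32.9% in saline and 12.0%, 12.0% and 12.1% in KA-SE. These constants lie within 0.076 cycles of the U6 Ct. The remaining normalized values do not equal the raw Ct minus the constant. In the authors' deposited table of fold changes, each value for 380 assays follows from the normalized table with the mean of saline replicates 1 and 3 as the reference, to within 3.55e-15 cycles, and saline replicate 2 does not enter. With all 3 saline replicates as the reference the largest gap was 6.23 cycles.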

A 5% false discovery rate corrected *t*-test was used to determine statistical differences (*P*<0.05 and fold change≥1.5).

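No microRNA passed an adjusted p under 0.05 with a fold change of at least 1.5 in limma, with 281 microRNAs tested over U6. At an unadjusted p under 0.05 limma gave 7 higher and 1 lower after KA-SE, the methods' t-test gave 6 higher and 0 lower, and chance alone would give 14.1. Relative to the global mean of the microRNAs limma gave 9 higher and 16 lower. With 1 library left out the count of 8 became 32, 24 and 23 without saline replicate 1, 2 and 3 and 2, 4 and 4 without KA-SE replicate 1, 2 and 3. Log2 fold changes over U6 were positive for 245 of 281 microRNAs, with a median of 0.62. Without saline replicate 2 the median was 0.12 and 62.6% were positive, and relative to the global mean the median was -0.04. The ranges of the 2 groups did not overlap for 54 microRNAs higher and 4 lower after KA-SE, or 20.6%, where chance gives 10%, and relative to the global mean for 36 higher and 34 lower. Saline replicate 2 left little room for ranges lower after KA-SE over U6. Its mean microRNA came 11.8 cycles after U6, against 9.96 to 10.2 cycles in the other libraries. MicroRNAs of a library do not vary independently, and the excess over 10% was not tested.
The 5 microRNAs with the smallest unadjusted p among those higher after KA-SE did not pass the adjusted test (adjusted p = 0.556 from limma for each). They were miR-487b, of an imprinted microRNA cluster that neurons express, with a log2 fold change of 1.94 (standard error 0.51), miR-375, known from pancreatic islets and the pituitary, with 1.16 (standard error 0.43), the rat assay for miR-219-1-3p, from a precursor of the oligodendrocyte microRNA miR-219, with 3.02 (standard error 1.17), miR-465a-3p with 1.74 (standard error 0.73) and miR-224 with 1.61 (standard error 0.68). Without saline replicate 2, the log2 fold change of miR-219-1-3p was 1.54 and that of miR-224 was 0.93. Among those lower after KA-SE, which did not pass either (adjusted p = 0.556 from limma for each), were miR-294, of a cluster expressed in embryonic stem cells, with -1.62 (standard error 0.60), miR-208, encoded in a cardiac myosin gene, with -2.78 (standard error 1.33), miR-687 with -1.24 (standard error 0.65), miR-509-3p with -1.47 (standard error 0.82) and miR-197 with -0.88 (standard error 0.54). Over the alternatives run, the log2 fold change ran from 0.59 to 2.28 for miR-487b, from 0.44 to 1.57 for miR-375, from 1.33 to 3.87 for miR-219-1-3p, from 0.27 to 2.36 for miR-465a-3p and from 0.81 to 2.13 for miR-224. For miR-465a-3p the authors' normalized table gave 0.35. Among those lower, it ran from -2.92 to -1.18 for miR-294, from -4.26 to -1.21 for miR-208, from -1.96 to -0.77 for miR-687, from -2.21 to -0.63 for miR-509-3p and from -1.61 to -0.38 for miR-197.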

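The 12 lists of microRNAs held 0 members that passed limma's test over all microRNAs and 0 when adjusted over the list alone. Of all 281 microRNAs tested, 245 (87.2%) were positive over U6, with a median of 0.62, or 0.115 without saline replicate 2. Counts of positive members in a list stand against that share. Of 20 neuron-enriched microRNAs tested, 16 had a positive log2 fold change over U6, with a median of 0.76, and the lowest mean Ct values were those of miR-9, miR-218 and miR-125b-5p. Of 8 microRNAs regulated by neuronal activity 7 were positive, with a median of 0.76. The lowest mean Ct values were those of miR-132, which activity induces through CREB, miR-138 and miR-324-5p. The raw Ct of miR-132 was 16.2 ± 0.64 in saline and 15.5 ± 0.30 in KA-SE mice (SD, n = 3 each). In raw Ct the median log2 fold change over all 281 microRNAs was 0.779, so this shift does not set miR-132 apart. Of 30 members of the imprinted cluster from miR-379 to miR-410 28 were positive, with a median of 0.53, with the lowest mean Ct for miR-382, miR-411 and miR-495. Of 15 microRNAs of inflammation and gliosis 14 were positive, with a median of 0.78, and the lowest mean Ct values were those of miR-222, miR-150 and miR-146a. Among 12 apoptosis-associated microRNAs, with miR-29a, miR-16 and miR-195 lowest in mean Ct, all 12 were positive, with a median of 0.94, and of 12 members of the miR-17-92 cluster and its paralogs, with miR-19b, miR-106a and miR-17 lowest in mean Ct, 11 were positive, with a median of 0.72.
For other cell types, all 10 endothelial and vessel wall microRNAs, with miR-126-3p, miR-145 and miR-126-5p lowest in mean Ct, were positive (median 0.84), as were all 3 oligodendrocyte microRNAs, miR-219-2-3p, miR-219 and miR-338-3p (median 0.93), and 10 of 13 of choroid plexus and ependyma, with miR-204, miR-34b-3p and miR-135a lowest in mean Ct (median 0.99). Of 7 leukocyte and microglia microRNAs, with miR-150, miR-342-3p and miR-223 lowest in mean Ct, 5 were positive (median 0.10). The erythrocyte microRNA miR-451, the 1 tested of its list, had a Ct of 25.4 ± 1.6 in saline and 24.6 ± 0.40 in KA-SE mice (SD, n = 3 each), with a log2 fold change over U6 of 0.70, or 0.005 without saline replicate 2. The let-7 and miR-98 family, whose members are near-identical in sequence and whose assays were not tested for cross-reading, had 5 of 9 positive (median 0.12), with let-7e, let-7c and let-7b lowest in mean Ct.
No list with at least 3 tested members passed the test against the other microRNAs in camera (smallest adjusted p = 0.307, for let-7) or with an estimated correlation (adjusted p = 0.955 for each). In fry, which tests whether a list by itself moved one way, the smallest adjusted p was 0.406. Camera compares a list with the other microRNAs, and its direction was down for let-7, for leukocyte and microglia and for choroid plexus and ependyma although their medians over U6 were positive. Relative to the median of all microRNAs, the median was 0.37 for choroid plexus and ependyma, where camera gave down, and -0.09 for the imprinted cluster, where camera gave up. Without saline replicate 2 the medians were 0.16 for neuron-enriched, 0.41 for activity-regulated, -0.05 for inflammation and gliosis, -0.14 for leukocyte and microglia, 0.21 for endothelial, 0.08 for oligodendrocyte, 0.10 for choroid plexus and ependyma, 0.20 for miR-17-92, 0.14 for the imprinted cluster and 0.28 for apoptosis-associated microRNAs. Relative to the global mean of the microRNAs, with all 6 libraries, the medians were -0.55 for leukocyte and microglia, -0.54 for let-7 and -0.13 for the imprinted cluster, and positive for the other lists, from 0.04 for erythrocyte to 0.33 for choroid plexus and ependyma. Over U6, the let-7 median without saline replicate 2 was -0.43 and the list was lower than the other microRNAs (camera adjusted p = 0.00365), a call lost with an estimated correlation (adjusted p = 0.963). At camera's preset correlation the adjusted p of let-7 ran from 0.000975 to 0.756 over the alternatives. Of the 33 list members of lowest mean Ct named here, 26 were higher after KA-SE over U6, 19 without saline replicate 2 and 13 relative to the global mean. In data simulated with independent noise of the spread of the 6 libraries, limma called 7.7% of 2-fold, 45.3% of 4-fold and 70.7% of 8-fold changes, and with the spread of the 5 libraries other than saline replicate 2 it called 57.3%, 85.0% and 92.3%. These rates hold with 15 microRNAs changed at each of 4 fold sizes, where the adjusted threshold is less strict than with few changes.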

## Data Records

### Data record 1

The mass spectrometry proteomics data have been deposited in the ProteomeXchange Consortium via the PRIDE partner repository^26^ with the dataset identifier PXD003744 (Data citation 1).

### Data record 2

The microarray transcriptomics data have been deposited in NCBI’s GEO repository with the dataset identifier GSE79129 (Data citation 2).

### Data record 3

The RT-QPCR microRNA profiling data have been deposited in NCBI’s GEO repository with the dataset identifier GSE79131 (Data citation 3).

## Technical Validation

### Proteomic data

Within the saline sample group, of the total 2125 proteins identified, 1339 could be identified in all three samples resulting in an ID reproducibility of 63.0%, as depicted in the Venn diagram of Fig. 2a. Likewise, within the KA-SE sample group, of the total 2113 proteins identified, 1278 could be identified in all three samples resulting in an ID reproducibility of 60.5%, as depicted in the Venn diagram of Fig. 2b. These ID reproducibility values were accompanied by calculated coefficients of variance of 21.5 and 24.6% for saline and KA-SE, respectively. These values meet the required standards for proteomic analysis suggested in the literature^27,28^. Accordingly, the Venn diagram comparison between experimental groups shows 82.1% overlapping/comparable IDs as depicted in Fig. 2c. To further validate the mass spectrometry based observations western blot analysis was performed. Immunolabelling was performed on the same samples to validate the expression levels of proteins of interest (BAX and BCL2L13), normalized to beta-actin protein expression levels. As previously described in Schouten *et al.*^14^, we found the western blot data to support the proteomics data for the expression levels of BAX and BCL2L13 proteins.

### Transcriptomic data

Venn diagrams of saline group replicates (Fig. 2d) and KA-SE group replicates (Fig. 2e) show good (>80%) within group reproducibility percentages. Furthermore, a Venn diagram of the experimental groups with overlapping/comparable IDs is shown in Fig. 2f, depicting a good between-group comparison percentage (>90%). RT-QPCR was performed on the same samples to validate expression levels of transcripts of interest (BAX and BCL2L13), normalized to alpha-tubulin mRNA expression levels. As previously described in Schouten *et al.*^14^, we found the RT-QPCR data to support the transcriptomics data for the expression levels of BAX and BCL2L13 mRNA.

### MicroRNA profiling data

Venn diagrams of saline group replicates (Fig. 2g) and KA-SE group replicates (Fig. 2h) show good (>85%) within group reproducibility percentages. Furthermore, a Venn diagram of the experimental groups with overlapping/comparable IDs is shown in Fig. 2i, depicting a good between-group comparison percentage (>90%). 

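In saline mice 290 of 336 IDs with a Ct below 35 in at least 1 replicate were below it in all 3, or 86.3%. In KA-SE mice 307 of 338 were, or 90.8%, and the numbers in Fig. 2h match these. IDs count every assay of the card, controls and rat assays included, and over the mouse microRNA assays alone the shares were 88.9% and 93.6%. The saline replicates differed in what they missed. Replicates 1 and 3 shared 12 IDs that replicate 2 lacked, replicates 1 and 2 shared 8 and replicates 2 and 3 shared 2, while 14, 3 and 7 IDs were found in replicate 1, 2 or 3 alone. In the KA-SE group the corresponding counts were 6, 4 and 5 IDs shared by 2 replicates, and 9, 1 and 6 IDs in 1 replicate alone. Across microRNAs, the Pearson correlation of raw Ct within a group averaged 0.954, 0.942 and 0.965 for saline replicates 1, 2 and 3 and 0.983, 0.987 and 0.983 for KA-SE replicates 1, 2 and 3, where microRNAs are not independent replicates.
For 40 assays, 27 of mouse, 12 of rat and the plant control, 1 replicate of a group had a Ct below 30 and another of the same group had no amplification. Examples, chosen after their values were seen, are miR-351, with Ct values of 26.0, 40 and 26.1 in the saline replicates, and miR-302c, with 22.9, 30.7 and 40.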

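Both groups shared 286 IDs detected in all 3 replicates, out of 311 detected in all 3 replicates of either group, or 92.0%, and these numbers match those printed in Fig. 2i. The shared IDs were 262 mouse microRNAs, 19 rat assays and 5 controls. Found in all 3 replicates of the KA-SE group and not in all 3 of the saline group were 21 IDs, and 4 were found the other way round. Of the 21 IDs, 19 were missed by saline replicate 2 and 12 were detected in both other saline replicates. Without saline replicate 2, 9 IDs were detected throughout the KA-SE group only and 4 throughout the saline group only, and the shared part was 95.8%. IDs detected throughout the saline group only numbered 11 without saline replicate 3 and 2 without KA-SE replicate 2 or 3. The 4 IDs detected throughout the saline group only, miR-302b, miR-684 and the rat assays for miR-327 and miR-673, were each detected in 2 of 3 KA-SE replicates, and are named here after their values were seen. The assay for miR-327 had a Ct of 30.1 to 32.5 in saline. It came earlier, at 17.4 and 21.5, in KA-SE replicates 1 and 3, and did not amplify in KA-SE replicate 2. miR-302b missed the limit in KA-SE replicate 2 with a Ct of 36.0, and miR-684 and miR-673 did not amplify in KA-SE replicate 3.
A single microRNA, miR-296-3p, was detected in all 3 replicates of one group and none of the other. Its Ct was 27.9, 29.8 and 29.7 in the KA-SE replicates, while no saline library gave a signal. If the saline level truly lay below that of a Ct of 35, the level relative to U6 was at least 52.8-fold higher in KA-SE mice. That is not certain, since 40 assays had a Ct below 30 in 1 replicate and no amplification in another of the same group. The other arm, miR-296-5p, showed no such rise. Its fold changes in the authors' deposited table were 1.19, 1.27 and 0.683 in KA-SE replicates 1, 2 and 3. No microRNA was detected in all saline replicates and in 0 KA-SE replicates. In no library did 34 assays reach a Ct below 35.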

RT-QPCR was performed on the same samples to validate expression levels of microRNA of interest (microRNA-124 and microRNA-137), normalized to RNU6B expression levels. As previously described in Schouten *et al.*^14^, we found the RT-QPCR data to support the microRNA profiling data for the expression levels of microRNA-124 and microRNA-137.

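Relative to U6, the level of miR-124 was higher in every KA-SE mouse than in any saline mouse, and miR-137 showed no such separation. Of the 281 microRNAs tested over U6, 54 were separated in this direction, so the separation was not particular to miR-124. Relative to the mean of snoRNA135 and snoRNA202 the groups overlapped for miR-124, with -1.69 in saline replicate 1 and -1.83 and -1.73 in KA-SE replicates 2 and 3, and they overlapped in raw Ct. Relative to the global mean, to the median microRNA and in the authors' deposited normalized table, miR-124 was higher in each KA-SE mouse than in each saline mouse. miR-124 is the most neuron-specific of the abundant brain microRNAs and comes from 3 genes in the mouse (Mir124a-1, Mir124a-2 and Mir124a-3), while miR-137, a neuronal microRNA that acts in neural progenitors, comes from 1 gene (Mir137). The card holds 1 assay for each. The log2 level of miR-124 relative to U6 was -6.21, -9.12 and -6.47 in saline replicates 1, 2 and 3 and -5.68, -5.83 and -6.02 in the KA-SE replicates. The means were -7.27 ± 1.61 (SD, n = 3) in saline and -5.84 ± 0.17 (SD, n = 3) in KA-SE mice (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). This is a log2 fold change of 1.42 (standard error 0.79, adjusted p = 0.556 from limma), or 0.77 relative to the global mean of the microRNAs. Without saline replicate 2 the log2 fold change over U6 was 0.50 (standard error 0.21, adjusted p = 0.509 from limma), and the adjusted p ran from 0.295 to 0.878 over the alternatives.
For miR-137 the log2 level relative to U6 was -6.38, -8.97 and -6.23 in the saline replicates and -6.46, -6.39 and -6.50 in the KA-SE replicates, with means of -7.20 ± 1.54 (SD, n = 3) and -6.45 ± 0.057 (SD, n = 3; two-sided exact permutation test, p = 1.0). The log2 fold change was 0.74 (standard error 0.76, adjusted p = 0.625 from limma) over U6 and 0.09 relative to the global mean. It was -0.14 (standard error 0.19, adjusted p = 0.771 from limma) without saline replicate 2, with adjusted p from 0.302 to 0.963 over the alternatives.

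**Figure D2:**
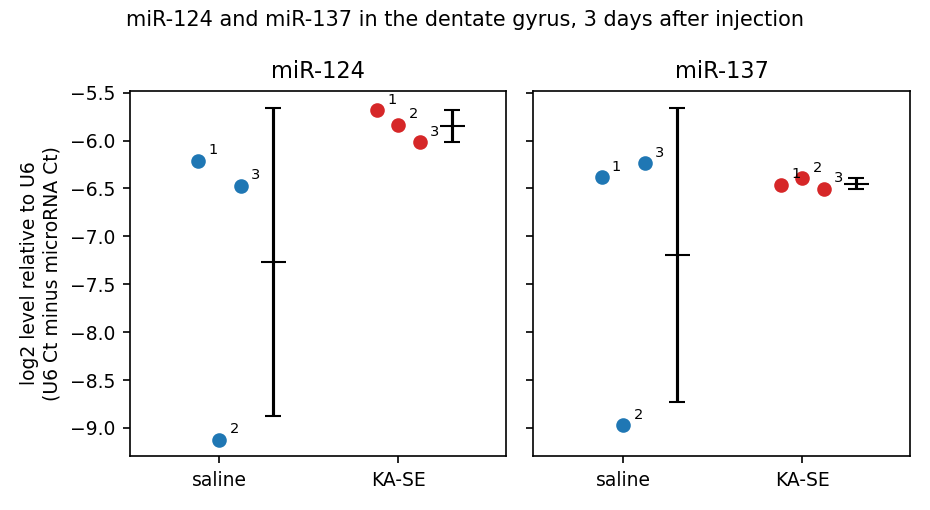
Levels of miR-124 and miR-137 on a log2 scale relative to U6, as the Ct of U6 minus the Ct of the microRNA, in 3 saline and 3 KA-SE mice. Numbers are replicates, and black lines are the mean ± SD of each group. Saline replicate 2 lies at -9.12 for miR-124 and -8.97 for miR-137.

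The fold changes in the authors' deposited table, which takes saline replicates 1 and 3 as its reference, are 1.47, 1.31 and 1.19 for miR-124 and 0.829, 0.863 and 0.807 for miR-137 in KA-SE replicates 1, 2 and 3. The paper states that RT-QPCR data from the same samples support the profiling data for the levels of miR-124 and miR-137. Those RT-QPCR values were not analysed here.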

## Usage Notes

The beta-binomial software is freely available as an R software package from www.oncoproteomics.nl, and extensively described by Pham *et al.*^23^.

## Additional Information

**How to cite this article:** Schouten, M. *et al.* Multi-omics profile of the mouse dentate gyrus after kainic acid-induced status epilepticus. *Sci. Data* 3:160068 doi: 10.1038/sdata.2016.68 (2016).

## Supplementary Material

## Figures and Tables

**Figure 1:**
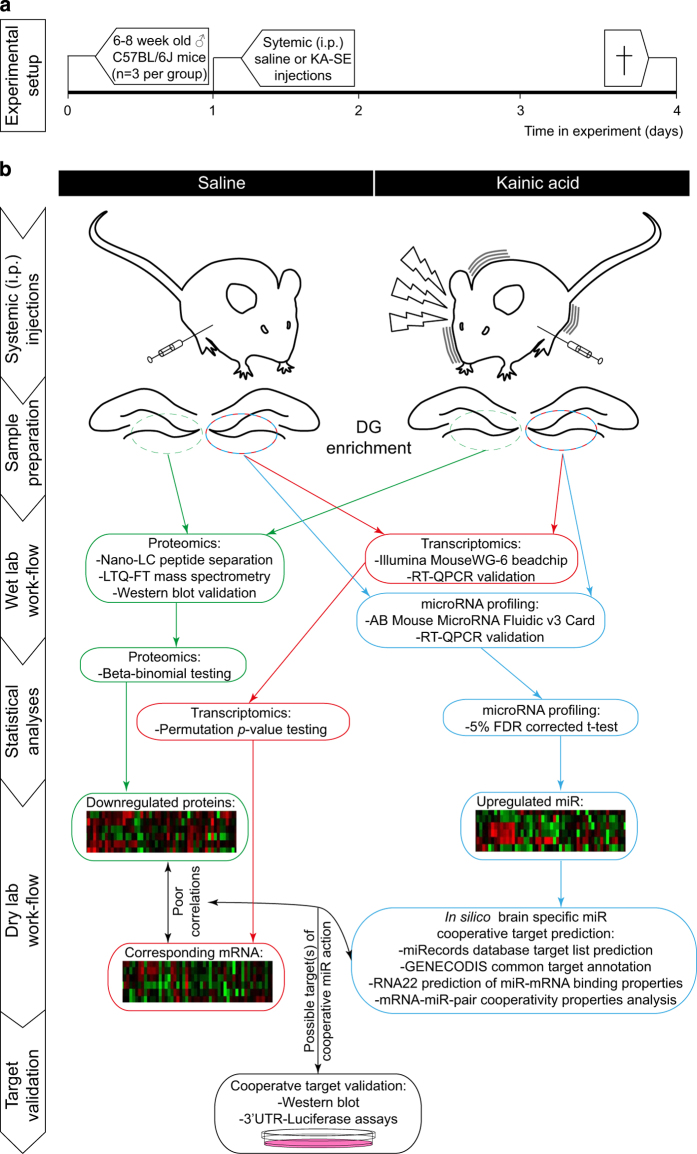
Schematic depiction of the experimental setup and subsequent workflow used to obtaining multi-omics data of DG tissue, 3 day after KA-SE. (**a**) Schematic illustration showing the timeline of experimental procedures on the animals. (**b**) Illustration on the experimental procedures, sample preparation, wet-lab workflow and statistical analysis steps carried out to produce proteomics, transcriptomics and microRNA profiles 3 days after KA-SE in the DG. The dry-lab workflow and target validation procedures are examples of how this data set was used by Schouten *et al.*^14^ to identify molecular mechanisms underlying alterations in NSPC apoptosis following KA-SE, yet not further discussed here.

**Figure 2:**
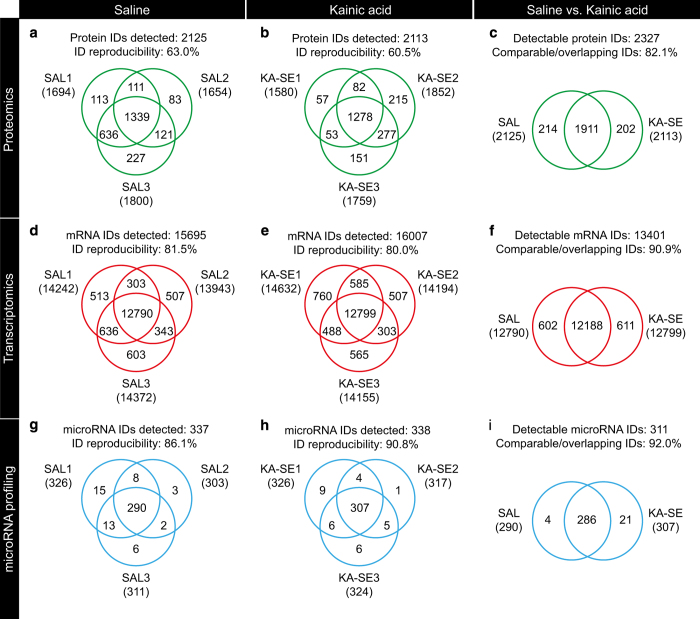
Experimental replicates and reproducibility in multi-omics profiling. Venn diagrams of all experimental replicates and groups showing within group reproducibility of proteomics (**a**,**b**), transcriptomics (**d**,**e**) and microRNA profiling (**g**,**h**) identities (IDs) and subsequent in between group comparability/overlap of IDs for proteomics (**c**), transcriptomics (**f**) and microRNA profile (**i**) data.

**Table 1:** Information on samples and their related datasets stored in online repositories.

**Subjects**	**Drug treatment**	**Tissue**	**Sample treatment**	**Data collection**	**Data**
Mouse1–3	Saline treatment	Left DG dissection	Protein extraction	Mass spectrometry	PXD003744
Mouse1–3	Saline treatment	Right DG dissection	Total RNA extraction	Illumina mouseWG-6 beadchip hybridization	GSE79129
Mouse1–3	Saline treatment	Right DG dissection	Total RNA extraction	Mouse microRNA fluidic v3.0 card	GSE79131
Mouse4–6	KA-SE treatment	Left DG dissection	Protein extraction	Mass spectrometry	PXD003744
Mouse4–6	KA-SE treatment	Right DG dissection	Total RNA extraction	Illumina mouseWG-6 beadchip hybridization	GSE79129
Mouse4–6	KA-SE treatment	Right DG dissection	Total RNA extraction	Mouse microRNA fluidic v3.0 card	GSE79131

How the deposited data were processed for this re-analysis (not part of the article)

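MicroRNA levels were measured in the right dentate gyrus of 6 mice, 3 after saline and 3 after KA-SE. From each mouse 800 ng of total RNA was reverse transcribed with Megaplex primers and run on 1 TaqMan card, which gives a threshold cycle (Ct) for each of 381 assays. Samples were assigned to groups from their labels, from Table 1 and from the supplementary sample list, and all 6 were used. The replicates are separate mice.

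The authors deposited 3 tables. The first holds raw Ct, with 40 where no amplification was called, and the settings of the instrument software are not given in the sources used here. The second holds Ct relative to a reference, which the paper's methods name as RNU6B. Part of its values equal the raw Ct minus a constant of each library that lies near the Ct of the assay MammU6, and the others do not. The third holds fold changes, a linear ratio that the authors computed from the second table for each KA-SE library over the mean of saline replicates 1 and 3. Columns were matched to samples by name, and 0 columns of sample values were left out.

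The comparison of the groups used the raw Ct. A level was the Ct of U6 minus the Ct of the microRNA in the same library, as the plan provided where the card had no RNU6B assay. The 281 microRNAs with a Ct below 35 in all 6 libraries were tested with limma 3.58.1 in R 4.3.3, with no block, Benjamini-Hochberg adjustment over all microRNAs tested, and a call at an adjusted p under 0.05 and a fold change of at least 1.5. The raw Ct of U6, the Ct of the other controls relative to U6, and that of Y1 also relative to the snoRNAs were compared with two-sided exact permutation tests, whose smallest p is 0.1 for 3 against 3. Before the data were examined, the fit, the rule for named microRNAs, the alternatives and 12 lists of microRNAs were fixed, the lists being of neuron-enriched, activity-regulated, imprinted cluster (miR-379 to miR-410), inflammation and gliosis, leukocyte and microglia, erythrocyte, endothelium and vessel wall, oligodendrocyte, choroid plexus and ependyma, miR-17-92, let-7 and apoptosis-associated microRNAs. Lists with at least 3 tested members were tested with camera at an inter-gene correlation of 0.01, with an estimated correlation, and with fry. Some microRNAs are on several lists (miR-150, for example). Members of every list were detected in the dissected tissue, which does not show their cell of origin.

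The rule for the microRNAs named in the text takes miR-124, miR-137 and U6, up to 10 called microRNAs in each direction or, with fewer than 5, the 5 with the smallest unadjusted p in that direction, from each list the called members or otherwise up to 3 with the lowest mean Ct, and microRNAs detected in all replicates of one group and none of the other. Exceptions are said to have been chosen after their values were seen. IDs were counted as detected at a raw Ct below 35, as in the paper's methods, over all assays of the card.

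A Ct has no read count, so no counting interval applies, and the precision rests on 3 mice per group. The fit was tested on simulated data with independent noise of the measured spread of each microRNA, with 15 of 281 microRNAs changed at each of 4 fold sizes in 20 simulations. Of the unchanged microRNAs 0.5% were called with the spread of all 6 libraries and 1.1% with that of the 5 libraries other than saline replicate 2. The alternatives tried were other references (global mean, median, snoRNAs, none, quantile normalization, the authors' deposited normalized table), other detection limits, the methods' t-test, limma with a trend and robust variances, the replicate number as a block, no fold change limit, and leaving out each library in turn. Leaving out saline replicate 2 together with another reference or test was added after seeing the data. Gene copies of miR-124 and miR-137 were counted by name in RefSeq genes of GRCm38.p6, and no coordinates are given because the deposited tables name no build. Proteins and mRNAs of the study were not analysed here.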

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

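The tests of explanations in this part were chosen after the values had been seen.

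In saline replicate 2, the microRNAs came up a median of 2.23 cycles later than in saline replicates 1 and 3. Less RNA in that library would delay all small RNAs alike, but the largest delay among U6, snoRNA135, snoRNA202, U87 and Y1 was 0.86 cycles, below the lower microRNA quartile of 1.53 cycles. An equal loss of every microRNA would leave the spread between microRNAs as in other libraries, but the SD of the Ct difference was at least 1.245 cycles in the 5 pairs with this library and at most 0.9 cycles in the 10 other pairs. For 181 microRNAs whose normalized value in this library is not the raw Ct minus its constant, the median delay was 1.253 cycles in the authors' normalized table and 1.261 cycles over U6 in the raw table. These values differ from the raw Ct minus the constant by a median of 0.228 cycles, too little to exclude the Ct reading as a source of the delay. The 5 control RNAs were themselves later by 0.603 to 0.86 cycles, so less RNA is argued against only as the whole cause. Less RNA as a part of the delay, the Ct reading, a loss that differs between microRNAs and a true difference of this mouse stay open. For this delay no biological explanation was tested.

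Over U6, 245 of 281 microRNAs had a higher mean level after KA-SE. A candidate explanation is saline replicate 2 alone, since the median log2 fold change went from 0.62 to 0.115 without it. The U6 reference is argued against as the whole cause, because the median was 0.509 against the snoRNAs with saline replicate 2 included. Without that library the median against the snoRNAs was -0.005, with 49.8% of microRNAs positive, so the 0.115 left over U6 depended on the reference. An effect of KA-SE on part of the microRNAs stays open.

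The plant microRNA ath-miR159a, a negative control that the paper does not discuss, amplified at a Ct of 18.804 in KA-SE replicate 3, 19.5 in KA-SE replicate 2 and 21.7 in saline replicate 2. In the other 3 libraries it stayed at 40, whereas an assay reading a mouse RNA of every dentate gyrus should amplify in each. But 27 mouse assays also had a Ct below 30 in 1 replicate and no amplification in another of the same group. The values therefore cannot decide whether the assay reads a mouse RNA. The mouse assay for miR-465a-5p was on and off in the same libraries as ath-miR159a. That replicate numbers share a run is a candidate explanation, since all 5 assays amplified in exactly 1 saline and 1 KA-SE library were in libraries of the same number, against at most 3 under the 5 other pairings of the numbers. With 5 assays this stays open, and ath-miR159a itself amplified in KA-SE replicate 3 and not in saline replicate 3. No biological explanation was tested.

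Y1 RNA, a control that the paper does not discuss, was higher in each KA-SE mouse than in each saline mouse, with a difference in Ct relative to U6 of -0.745 cycles (exact permutation test, p = 0.1, the smallest possible) and of -0.701 cycles without saline replicate 2.

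miR-296-3p, which the paper does not discuss, was detected in 3 of 3 KA-SE libraries and in 0 of 3 saline libraries. It lay at least 52.8-fold above a Ct of 35 in saline, a bound that holds only if no amplification means a low level. For 40 assays, replicates of 1 group ranged from a Ct below 30 to no amplification. The other arm, miR-296-5p, had fold changes of 1.19, 1.27 and 0.683 in KA-SE replicates 1, 2 and 3 in the authors' deposited table. With undetected values set to 35, limma gave an adjusted p of 0.00642, where the saline values vary only through U6. Of 11 microRNAs detected in exactly 3 libraries it was the 1 found in the 3 KA-SE libraries. Since 1 of 20 possible sets of 3 libraries is that set, 1 among 11 microRNAs does not stand out from chance.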

How the results depend on the processing

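Settings that combine another reference or test with leaving out saline replicate 2 were chosen after seeing the data. The count of microRNAs past the threshold was 0 with the exceptions that follow. It was 1 (miR-296-3p) with detection required in only 1 group, where its undetected saline values were set to the detection limit. It was 6 with the methods' t-test unadjusted, and 25 with that test on the authors' normalized table without saline replicate 2 (0 after adjustment). At an unadjusted p under 0.05 limma gave 8, against 27 (7 higher, 20 lower) relative to the median microRNA, 24 (12 and 12) with quantile normalization, 3 with the snoRNAs, 3 with raw Ct, 12 with the authors' normalized table, 4 at Ct below 32 and 3 with a trend and robust variances. The log2 fold change of miR-124 stayed positive and short of the threshold, from 0.38 to 1.95. That of miR-137 ran from -0.143 to 1.225 with 1 library left out, and without saline replicate 2 was -0.245 with the global mean and -0.264 with the snoRNAs or, by each test, the authors' normalized table. The U6 Ct difference ran from -0.411 to 0.08 cycles with 1 library left out. The 5 microRNAs of smallest p in each direction kept their sign wherever they could be tested, and let-7e ran from -0.723 to 0.011 with 1 library left out, positive without saline replicate 3. Lists past camera's threshold numbered 0 to 1 with 1 library left out, and 1 (let-7) without saline replicate 2 with the global mean, the snoRNAs or the authors' normalized table, calls lost with an estimated correlation (adjusted p = 0.963 over U6 and 0.934, 0.386 and 0.977). Relative to all microRNAs, list medians changed sign for the cluster from miR-379 to miR-410 (-0.178 to 0.021 with 1 library left out), inflammation and gliosis (-0.164 to 0.234), oligodendrocyte (-0.031 to 0.541) and choroid plexus and ependyma (-0.019 to 0.511), each without saline replicate 2. For miR-451, the single erythrocyte member tested, it ran from -0.11 to 0.231 with 1 library left out, negative without saline replicate 2 or KA-SE replicate 2. Leaving out saline replicate 2, the global mean or snoRNAs gave 0.021, -0.164, -0.031 and -0.018 (miR-451 -0.11), and the authors' normalized table 0.096 and -0.129 for the first pair (miR-451 -0.144). The miR-17-92 median was -0.018 with the authors' normalized table. The cause of these changes was not tested. Over the alternatives, IDs detected in all replicates ran from 264 to 302 in saline, 280 to 313 in KA-SE and 262 to 298 in both, and those of 1 group only from 9 to 31 (KA-SE) and 2 to 11 (saline). With the replicate number as a block (replicate block), 0 microRNAs passed, 33 had an unadjusted p under 0.05 and the smallest adjusted p was 0.0502. Deviations from the group means correlated at 0.189, 0.236 and 0.047 between libraries of the same number, so the numbers were not taken to pair the mice, although each library correlated best with its own number, a hint from the data. The block changed no call. Some named microRNAs have no value where a Ct below 32 is required, and 3 mice per group limit the precision.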

Differences from the paper's values

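No percentage that the paper's text gives for the microRNA profile differs by over 1.5 times from the value found here. In Fig. 2g, read by eye, the IDs in at least 1 saline replicate and those in saline replicate 1 are higher by 1 and 2 than the 336 and 324 found here, and the counts for replicate 1 alone, for replicate 3 alone and for the pair of them each differ by 1. The counts of Fig. 2h and Fig. 2i match those found here.

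Fig. 1 shows a set of upregulated microRNAs after the corrected t-test. Here no microRNA passed the adjusted test over U6, with the authors' normalized table, or with the methods' t-test after adjustment. Before adjustment the methods' t-test called 6 higher (miR-214, miR-188-5p, miR-487b, miR-375, the rat assay for miR-351 and miR-339-5p), and with detection in only 1 group limma called miR-296-3p. Both alternatives were set before the data were examined. The call of miR-296-3p rests on filled-in saline values. No saline library gave a signal for it, and undetected Ct values were set to the detection limit. Its saline levels therefore varied only through U6, and limma's test of it cannot decide whether its level changed. Among alternatives chosen after seeing the values, the unadjusted test on the authors' normalized table without saline replicate 2 called 17 higher and 8 lower, and after adjustment 0, with a smallest adjusted p of 0.118. The paper's text names no microRNA as upregulated in this profile, so how many of those in Fig. 1 each setting calls was not determined.

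The paper gives 3 mice per group, and the authors' deposited fold changes rest on 2 of the 3 saline libraries. The paper names RNU6B as the reference, and the table holds the assay MammU6.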

Other observations

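Comparing scalings without saline replicate 2, and the tests of lists in those settings, were chosen after seeing the data. Without this library, 14 microRNAs had an unadjusted p under 0.05 in limma in the same direction under 3 scalings (U6, the global mean and the authors' normalized table), 8 higher and 6 lower after KA-SE, of 24, 35 and 49 at that level, where chance gives 14.1 in each. Besides miR-487b, miR-219-1-3p, miR-375 and miR-224, the higher ones were miR-27a, miR-21, known from reactive glia, miR-18a of the miR-17-92 cluster and miR-544. Without saline replicate 2 their log2 fold changes over U6 were 0.89 (standard error 0.19) for miR-27a, 0.80 (standard error 0.22) for miR-21, 0.72 for miR-18a and 0.56 for miR-544, and with all 6 libraries 1.77, 1.80, 1.51 and 1.59. The lower ones were miR-204, abundant in choroid plexus, let-7e and miR-770-3p, with -0.58, -0.72 and -0.69 (-0.26, -0.28 and -0.50 with all 6 libraries), and miR-294, miR-509-3p and miR-208. None passed adjustment (smallest adjusted p = 0.0787 from limma, for miR-27a and miR-375 in the authors' normalized table), and the overlap expected by chance was not tested. These microRNAs were chosen after their values were seen.

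The let-7 list without saline replicate 2 was below the other microRNAs by a median of -0.55 over U6 (camera adjusted p = 0.00365, and 0.00492, 0.000975 and 0.0111 with the global mean, the snoRNAs and the authors' normalized table). With an estimated correlation the adjusted p was 0.963, 0.934, 0.386 and 0.977, and fry gave 0.416, 0.616, 0.0196 and 0.373. In fry's test for change in either direction without saline replicate 2, the neuron-enriched and the activity-regulated lists had an adjusted p of 0.0462 over U6 and of 0.0645 and 0.0649 relative to the global mean. Other lists came close, with 0.0625 over U6 for inflammation and gliosis and for miR-17-92. Relative to the global mean, inflammation and gliosis, leukocyte and microglia, and let-7 also had 0.0649. With all 6 libraries over U6 this test gave 0.381 for the neuron-enriched and for the activity-regulated list. Camera, which compares a list with the other microRNAs, gave an adjusted p of 0.942 and 0.438 over U6 without saline replicate 2, and 0.972 and 0.963 with an estimated correlation.

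The splits of the 6 libraries were planned before their counts were seen, and those of 5 libraries after. Over the 6 libraries, all 10 splits into 3 and 3 gave 0 microRNAs past the threshold (real split 0, highest other 0). At an unadjusted p under 0.05 the real split gave 8 and the highest other split (saline replicates 1 and 2 with KA-SE replicate 3) gave 10, with 2 of 10 splits as large as the real one. A share under 0.05 cannot be reached with 10 splits. Over the 5 libraries without saline replicate 2, the real split gave 24 and the highest of the other splits 21, with 10 splits in all.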
